# Hemorrhagic Stroke Induces a Time-Dependent Upregulation of miR-150-5p and miR-181b-5p in the Bloodstream

**DOI:** 10.3389/fneur.2021.736474

**Published:** 2021-10-27

**Authors:** Pasquale Cepparulo, Ornella Cuomo, Antonio Vinciguerra, Monica Torelli, Lucio Annunziato, Giuseppe Pignataro

**Keywords:** microRNA, stroke hemorrhagic, biomarker (BM), rat, blood

## Abstract

To date, the only effective pharmacological treatment for ischemic stroke is limited to the clinical use of recombinant tissue plasminogen activator (rtPA), although endovascular therapy has also emerged as an effective treatment for acute ischemic stroke. Unfortunately, the benefit of this treatment is limited to a 4.5-h time window. Most importantly, the use of rtPA is contraindicated in the case of hemorrhagic stroke. Therefore, the identification of a reliable biomarker to distinguish hemorrhagic from ischemic stroke could provide several advantages, including an earlier diagnosis, a better treatment, and a faster decision on ruling out hemorrhage so that tPA may be administered earlier. microRNAs (miRNAs) are stable non-coding RNAs crucially involved in the downregulation of gene expression *via* mRNA cleavage or translational repression. In the present paper, taking advantage of three preclinical animal models of stroke, we compared the miRNA blood levels of animals subjected to permanent or transient middle cerebral artery occlusion (MCAO) or to collagenase-induced hemorrhagic stroke. Preliminarily, we examined the rat miRNome in the brain tissue of ischemic and sham-operated rats; then, we selected those miRNAs whose expression was significantly modulated after stroke to create a list of miRNAs potentially involved in stroke damage. These selected miRNAs were then evaluated at different time intervals in the blood of rats subjected to permanent or transient focal ischemia or to hemorrhagic stroke. We found that four miRNAs—miR-16-5p, miR-101a-3p, miR-218-5p, and miR-27b-3p—were significantly upregulated in the plasma of rats 3 h after permanent MCAO, whereas four other different miRNAs—miR-150-5p, let-7b-5p, let-7c-5p, and miR-181b-5p—were selectively upregulated by collagenase-induced hemorrhagic stroke. Collectively, our study identified some selective miRNAs expressed in the plasma of hemorrhagic rats and pointed out the importance of a precise time point measurement to render more reliable the use of miRNAs as stroke biomarkers.

## Introduction

Cerebral ischemia results from the interruption of blood flow to a brain region caused by two possible events: a hemorrhagic break or an ischemic occlusion of a cerebral vessel (1, 2). Hemorrhagic stroke accounts for 15% of all strokes, whereas ischemic stroke accounts for 85% of cases. According to the Global Burden of Disease Study, performed from 1990 to 2013, stroke is the second main cause of death (representing 11.8% of all deaths worldwide) and the third leading cause of disability-adjusted life years worldwide (3–6).

To date, the only effective pharmacological treatment for ischemic stroke is limited to the use of recombinant tissue plasminogen activator (rtPA) (7), although endovascular therapy has also emerged as an effective treatment for acute ischemic stroke (8). By contrast, the emergency treatment of hemorrhagic stroke focuses on controlling bleeding and reducing pressure in the brain (1, 2). Unfortunately, the benefit of rtPA treatment for ischemic stroke is time dependent, limited to a 4.5-h therapeutic time window, a largely recognized useful time for penumbra restoring; therefore, the majority of patients cannot benefit from this therapy (9, 10) due to the longer average time needed to carry out an effective diagnosis and therapeutic directioning (11). Most importantly, the use of rt-PA is contraindicated in the case of hemorrhagic stroke, as it would worsen the hemorrhage.

Modern neuroimaging tools, such as computed tomography (CT) or magnetic resonance imaging (MRI), are now used to diagnose a stroke and identify its subtype (12, 13). However, some hospitals do not yet provide MRI and CT service, and many patients cannot benefit from these techniques in the diagnostic process. Moreover, the time required to reach the medical center and to prepare the patients for imaging tests often does not match with the urgency of an early diagnosis for an immediate therapy. In addition, the application of these imaging tools weighs on stroke care costs (14). For all these reasons, the search of biomarkers is critically important to speed up the diagnosis of stroke and selectively distinguish cerebral ischemia from hemorrhagic damage in order to ensure therapeutic interventions in a very short time frame from the onset of the disease.

microRNAs (miRNAs) are evolutionarily conserved non-coding RNAs consisting of 20–22 nucleotides (15), crucially involved in the downregulation of gene expression *via* mRNA cleavage or translational repression (16). Over the last 10 years, the role of miRNAs in stroke has been widely discussed and evaluated, focusing attention on the regulation of stroke risk factors (17) and the mechanisms activated and elicited by the ischemic insult (18).

For the first time, in the last decade, miRNAs have been observed outside the cells, including in various body fluids (19). Several release mechanisms have been hypothesized: one of these consists in microRNA release by cells through microvesicles that originate by outward budding and fission of the plasma membrane (20). Moreover, a specific type of vesicle with a characteristic process of biogenesis, called exosomes, is shown to be enriched of miRNA and involved in the phenomena of cell-to-cell communication (21). Alternative mechanisms of miRNA transport concern the activity of apoptotic bodies, formed during the programmed cell death, and high-density lipoproteins. In this scenario, circulating microRNAs become important mediators of cell communication by altering the gene expression of recipient cells, and the modification of their release in biofluids reflects the expression changes occurring in the origin cells (22).

Whatever the origin of miRNA is, the presence of microRNA in blood and the ability to measure their levels in a non-invasive way have opened new doors in the search for peripheral biomarkers for the diagnosis and prognosis of diseases such as brain ischemia. Indeed the expression levels of miRNAs in blood are reproducible and indicative of several diseases (23). Since the recommended therapeutic window is very limited, the biomarkers for stroke have the potential to expedite diagnosis and the institution of treatment.

In the present comparative report, the plasma microRNA levels were assessed in both rat models of ischemic and hemorrhagic stroke in order to characterize a specific signature of microRNA potentially useful to distinguish among stroke subtypes.

## Methods

### Animals

Male Sprague–Dawley rats (Charles River), weighing 200–250 g, were housed under diurnal lighting conditions (12 h darkness/light) and in a conditioned room (23°C). The experiments were performed according to the international guidelines for animal research and approved by the Animal Care Committee of “Federico II,” University of Naples, Italy. The animals, during any surgical or invasive procedure, were anesthetized using a mixture of oxygen and sevoflurane at 3.5% (Medical Oxygen Concentrator LFY-I-5A), and the rectal temperature was maintained at 37 ± 0.5°C with a heat-controlled mat (Harvard Apparatus). The rats were randomly assigned into experimental and control groups.

Among the 55 animals used for the present study, seven have been excluded from the statistical analysis. In particular, two died during the surgical procedures of hemorrhage induction, and five were excluded for lack of achievement of stroke models.

### Permanent and Transient Focal Ischemia

Stroke was induced by middle cerebral artery occlusion (MCAO) by introducing a suture filament into the internal carotid artery until the middle cerebral artery (24), modified and readapted in our laboratory (25). Briefly, under an operating stereomicroscope (Nikon SMZ800, Nikon Instruments, Florence, Italy), right carotid bifurcation was identified and exposed by using surgical pincers (Dumont #7, FST), and the external carotid artery near the bifurcation was cut and electrocauterized to create a stump on the artery. A silicon-coated nylon filament (Doccol, CA, USA) was inserted through the stump and gently advanced 19 mm into the right internal carotid artery in order to reach the origin of the middle cerebral artery. All animals were sacrificed after 24 h from MCAO. In the model of transient ischemia, the filament was removed after 100 min, and the animals were sacrificed after 3 and 24 h from reperfusion.

### Intracerebral Collagenase-Induced Hemorrhage

Intracerebral hemorrhagic stroke was induced in rats as previously described (26, 27) and adapted in our laboratory. Briefly, using a stereotaxic apparatus, the anesthetized rats were injected with 0.5 U collagenase 2-μl volume dissolved in phosphate-buffered saline (collagenase type VII from Sigma-Aldrich, catalog number C2399) through a Hamilton syringe (26-gauge needle, 10-μl volume) in a burr hole into the right striatum (3 mm lateral to midline, 0.5 mm anterior to bregma, and 5.2 mm below the surface of the skull) over 5 min. The syringe was kept in place for 10 min and removed over 5 min. The animals were sacrificed after 24 h from collagenase injection.

### Monitoring of Blood Gas Concentration and Cerebral Blood Flow

A catheter was inserted into the femoral artery to measure the arterial blood gases before and after ischemia (Rapid lab 860; Chiron Diagnostic, Medfield, MA, USA). Induction of ischemia was confirmed by monitoring the regional cerebral blood flow (CBF) in the area of the right MCA through a disposable microtip fiber optic probe (diameter, 0.5 mm) applied on the right temporo-parietal region of the skull, connected through a Master Probe to a laser Doppler computerized main unit (PF5001; Periflux system, 5000, Perimed AB, Järfälla, Sweden), and analyzed using PSW Perisoft 2.5 (28). CBF monitoring was continued up to 30 min after the end of the surgical procedure once the occurrence of reperfusion was verified.

### microRNA Expression Profiling by Microarray

Brain regions corresponding to the ischemic core and penumbra were dissected from rats subjected to sham surgery and transient middle cerebral artery occlusion (tMCAO). 

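The microarray data came from 9 Sprague-Dawley rats, 3 sham-operated, 3 subjected to tMCAO and 3 whose sample labels name remote limb postconditioning (PostC), a group that the paper's text does not mention. The deposited description joins the names tMCAO and PostC without saying whether the PostC rats also underwent tMCAO, so what sets them apart from the other groups is not known in full. In tMCAO a filament closes the middle cerebral artery, here for 100 min, and is then withdrawn, whereas the sham-operated rats undergo the surgery alone. Each rat gave 2 arrays, 1 of the ischemic core and 1 of the tissue around it (peri), so that 18 arrays were analysed. The paper names Trizol for the RNA extraction and the sample labels name a miRNeasy kit, and the paper's text does not say which of its times of sacrifice applies to the arrays. For each spot the authors deposited the median pixel intensity of the Cy5 image, with no background subtraction and no normalization, together with a table of background-subtracted, LOWESS-normalized intensities on a linear scale. From the spot intensities, background was corrected with limma's normexp method (offset 50), and the log2 values of the 4 spots of each probe were averaged. These averages were normalized across the 18 arrays by cyclic loess. A probe was taken as detected on an array when its median spot exceeded the median of the empty spots by 3 times their scaled median absolute deviation. In sham-operated rats the arrays detected 336 to 509 miRNAs in core (median 480) and 318 to 471 in peri (median 354). After tMCAO the numbers were 233 to 447 in core (median 348) and 189 to 230 in peri (median 213), and in PostC rats 198 to 605 in core (median 240) and 188 to 524 in peri (median 336). Averaged per rat, 277 ± 63.8 miRNAs were detected after tMCAO and 411 ± 17.6 in sham-operated rats (SD, n = 3), with no overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). This gap of 135 depends on the empty spots, whose limit was higher on the tMCAO arrays (median 177 units, and 108 units on the sham arrays): with a limit from the dimmest 25% of miRNA spots it was 30.5 (488 ± 15.5 and 518 ± 20.3, again without overlap). The replicate is the rat: the core and peri values of a rat were averaged, or each region was tested alone, with the 3 groups sharing an estimate of the spread in limma. The number of arrays limits the precision of every value.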

Total RNA from brain tissues was extracted with Trizol, following the instruction of the supplier (TRI Reagent®-Sigma), and RNA quality was assessed using a Thermo Scientific™ NanoDrop™ One Microvolume UV–vis spectrophotometer. The RNA samples were sent to LC Sciences (Houston, Texas, USA), a global biotechnology company which performed a miRNA microarray analysis, including separation, quality control, labeling, hybridization, and scanning. The array contained 810 mature rat miRNA probes for the whole *Rattus norvegicus* miRNome based on a database of published miRNA sequences and annotation (Sanger miRbase Release 21.0). 

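Each deposited array file lists 3968 spots, of which 3044 carry probes for 761 rat miRNAs, 4 spots per probe. The remaining 924 are control spots, 612 of them empty. The deposited normalized table holds 810 entries, namely the same 761 miRNAs and 49 controls. Among probes brighter than 500 units, the median SD between the spots of a probe lay between 0.09 and 0.33 on the log2 scale, depending on the array.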

In detail, hybridization was performed on a μParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies, Inc., Houston, TX, USA). After the hybridization, the chips were washed, and then the fluorescence data images were collected using a laser scanner (GenePix 4000B; Molecular Devices, LLC, Sunnyvale, CA, USA) and digitized using Array-Pro image analysis software (Media Cybernetics, Inc., Rockville, MD, USA). The chips were scanned at a pixel size of 10 μM with Cy3 Gain and Cy5 Gain at 460 and 470 nm scanning, respectively. 

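The deposited spot intensities come without a local background, so the empty spots of each chip were used to judge it. Their median ranged from 36.7 to 278 units across the 18 arrays, while the median miRNA spot ranged from 49.1 to 261 units. On 5 arrays the median empty spot was brighter than the median miRNA spot. For miRNAs brighter than 500 units, the deviations from each miRNA's mean were compared between the deposited normalized table and the scanner values. All 18 columns of the table were closest to their own array, with a lowest correlation of 0.886 against at most 0.688 with any other array. After normexp and cyclic loess, the correlation across miRNAs between rats of a group and region ranged from 0.831 in PostC core to 0.985 in sham core.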

The data were analyzed by first subtracting the background and then normalizing the signals using a locally weighted regression filter.

The datasets presented in this study can be found in the online GEO dataset repositories.

A significantly different expression pattern between tMCAO and sham-operated groups was obtained by microarray analysis, as shown in the volcano plot graph (Figure 1, at the top). 

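In the mean of core and peri of each rat, 63 of the 532 miRNAs tested differed between tMCAO and sham-operated rats at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 24 higher and 39 lower after tMCAO. An unadjusted p under 0.05 was reached by 169 miRNAs, against 26.6 by chance. In 218 miRNAs (41.0%) the values of the 3 tMCAO rats did not overlap those of the 3 sham-operated rats, whereas chance gives 10%. In these values the largest rise was that of miR-149-3p, from 8.55 ± 0.69 to 10.46 ± 0.20 in normalized log2 intensity (SD, n = 3 rats), a log2 fold change of 1.91 (standard error 0.37, adjusted p = 0.0107 in limma). It was followed by miR-762 with a log2 fold change of 1.86 (adjusted p = 0.00583), miR-3084a-3p with 1.80, miR-486 with 1.39 and miR-208a-5p with 1.36. Of the 6 tMCAO arrays, miR-149-3p was detected on 4, and miR-762, miR-486 and miR-208a-5p on 3 each, the core arrays. Of the 6 sham arrays, miR-486 was detected on 3 and miR-208a-5p on 1, so the size of their rises depends on how background is treated, and with it the order of the rises: with plain subtraction they reached 4.31 and 4.10, whereas miR-149-3p stayed at or under 2.86 in all alternatives. The GC content of miR-149-3p and miR-762 is 83.3%, compared with a median of 50% over the miRNAs tested. The largest fall was that of miR-568, from 11.91 ± 0.12 to 8.62 ± 1.02, a log2 fold change of -3.29 (standard error 0.53, adjusted p = 0.00622), and this miRNA was detected on 4 of the 6 tMCAO arrays. Then came miR-29b-3p with a log2 fold change of -2.46, miR-181c-5p with -2.31, miR-132-5p with -2.26 and miR-218a-5p with -2.24. Testing only the miRNAs detected on all 18 arrays gave 19, and median scaling in place of cyclic loess gave 149, of which 99 were higher and 50 lower. With each rat left out in turn, the count lay between 8 without tMCAO rat 2 and 92 without tMCAO rat 3. From the comparison of these arrays in its volcano plot, the paper states that the expression patterns of the tMCAO and sham-operated groups differed.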

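The heat map of Figure 1 covers miR-210-5p, miR-150-5p, miR-30e-5p, miR-181b-5p, miR-191a-5p, let-7b-5p, miR-30a-5p, miR-16-5p, miR-27b-3p, miR-212-3p, miR-218a-5p, miR-126a-3p, let-7c-5p, miR-101a-3p and miR-9a-3p. In the core arrays miR-150-5p, miR-191a-5p, let-7b-5p and let-7c-5p were higher after tMCAO and the other 11 were lower. In each of the 15 the 3 tMCAO rats did not overlap the 3 sham-operated rats, which chance gives for 10% of miRNAs. Over all miRNAs tested in core, 41.9% did not overlap. The target of the miR-150-5p probe is UCUCCCAACCCUUGUACCAGUG, and its normalized log2 intensity was 11.34 ± 0.29 in sham core and 12.89 ± 0.43 in tMCAO core (SD, n = 3), a log2 fold change of 1.55 (standard error 0.31, adjusted p = 0.0322 in limma). miR-210-5p changed by -1.67 (standard error 0.33, adjusted p = 0.0322) and miR-30e-5p by -1.87 (standard error 0.39, adjusted p = 0.0352). let-7b-5p rose by 1.10 (standard error 0.23, adjusted p = 0.0393) and miR-191a-5p by 0.94 (standard error 0.21, adjusted p = 0.0462). The other 10 stayed above the threshold, with adjusted p from 0.0556 for let-7c-5p to 0.252 for miR-16-5p. Among them, miR-181b-5p (AACAUUCAUUGCUGUCGGUGGGU) had 11.34 ± 0.76 in sham core and 9.15 ± 0.55 in tMCAO core, a log2 fold change of -2.19 (standard error 0.77, adjusted p = 0.145). Adjusted over the list alone, 14 of the 15 passed in core, but the study chose the list on these arrays, so this is not independent evidence. The number past the threshold over all miRNAs fell from 5 to 0 when any 1 of the sham-operated rats, or tMCAO rat 1 or 2, was left out. Several probes have near-identical neighbours on the array: the targets of the miR-30a-5p and miR-30e-5p probes differ by 1 base, as do those of let-7b-5p and let-7c-5p, and of miR-181b-5p and miR-181d-5p. The same holds for miR-101a-3p and miR-101b-3p, and for miR-27b-3p and miR-27a-3p. miR-30d-5p also lies 1 base from miR-30a-5p, and let-7a-5p from let-7c-5p. The signals of these probes may therefore be shared.

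**Figure D1:**
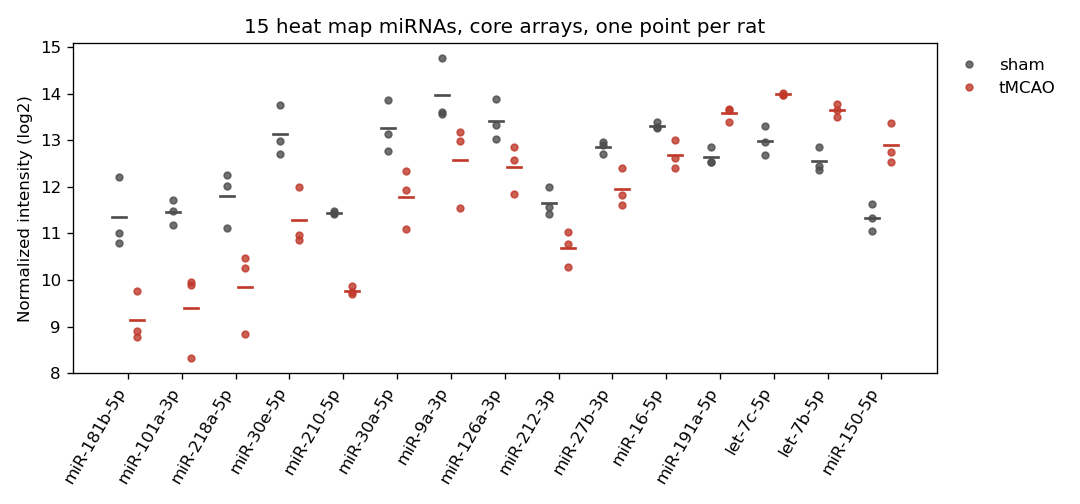
Normalized intensity (log2) of the 15 miRNAs in the core arrays, with a point for each rat and a line at the mean of the 3 sham-operated (grey) or 3 tMCAO rats (red), ordered by fold change. miR-181b-5p lies lowest in fold change (-2.19) and miR-150-5p highest (1.55).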

A clustered heat map was then extrapolated, showing a colorful illustration of miRNA expression profiles across three animals for each experimental condition (Figure 1, at the bottom).

**Figure 1:**
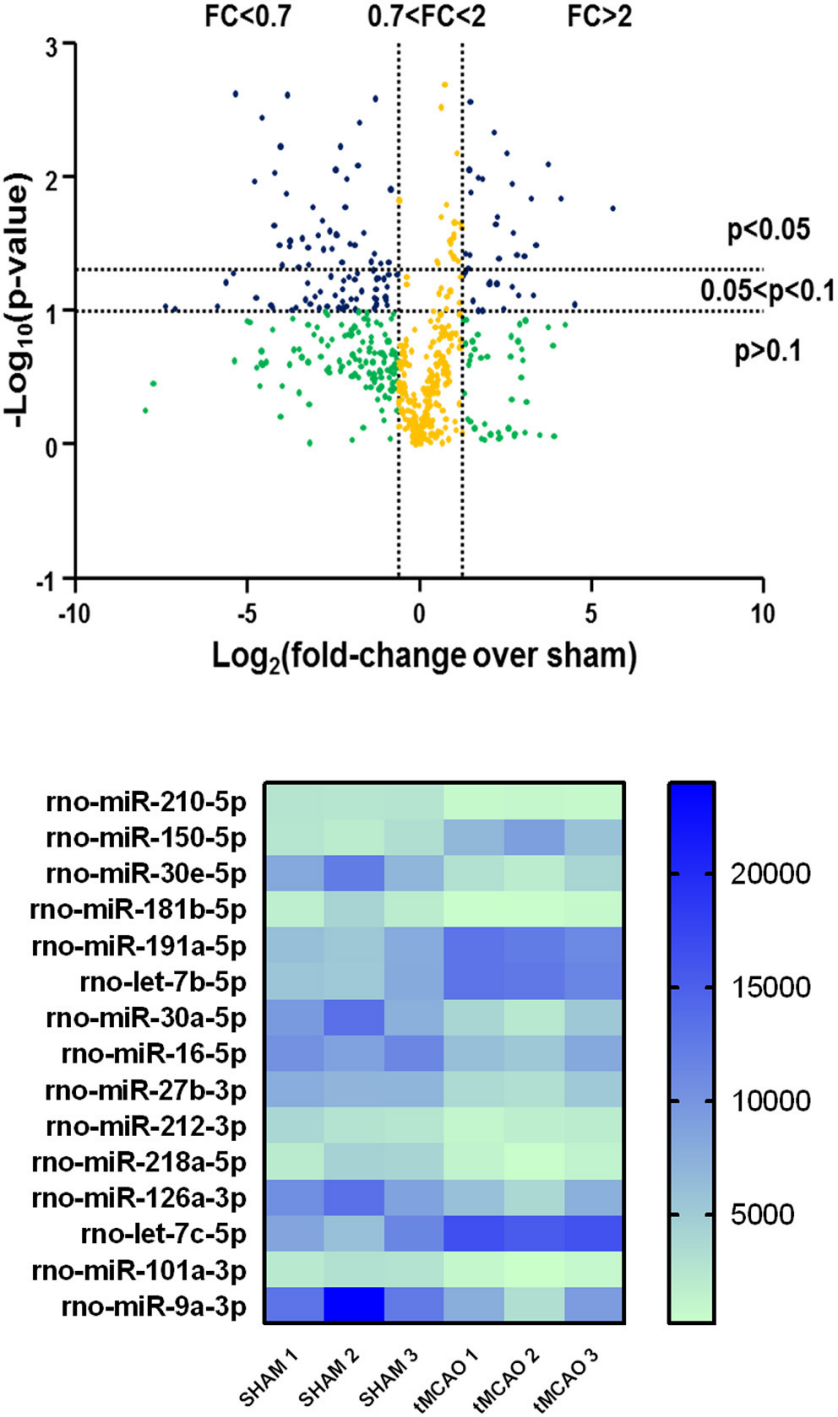
Volcano plot analysis of microRNA expression profiles in the whole ischemic area from sham and transient middle cerebral artery occlusion (tMCAO) animals. Volcano plot analysis in the higher side of the panel shows the miRNA expression changes after tMCAO induction according to a microarray analysis. The y-axis corresponds to the negative log_10_ (*p*-value), and the x-axis displays the log_2_ (fold change) value. The blue dots represent the miRNAs of the tMCAO group with variations of fold change more than 2 or <0.7 compared to the sham group, with a *p* < 0.1. The yellow dots belong to miRNAs whose expression changes were less relevant, with fold change values between 0.7 and 2. The green dots comprise miRNAs with high fold change values but statistically not significant (*p* > 0.1). A heat map of the 15 microRNAs selected from a microarray analysis is shown in the lower side of the panel. The signal intensity values for each significantly expressed miRNA of each sample are reported (*p* < 0.05) in color-coded blocks, according to the colorimetric scale at the right side of the panel.

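Taken over both regions, as the mean of core and peri of each rat, 7 of the 15 miRNAs of the heat map passed the adjusted threshold over all miRNAs tested: miR-210-5p, miR-150-5p, miR-181b-5p, miR-191a-5p, let-7b-5p, miR-218a-5p and let-7c-5p. In these means miR-150-5p had a log2 fold change of 0.92 (standard error 0.23, adjusted p = 0.0310 in limma) and miR-181b-5p of -1.63 (standard error 0.43, adjusted p = 0.0363). The smallest change was that of miR-9a-3p, with a log2 fold change of -0.43 (standard error 0.34, adjusted p = 0.397). In 13 of the 15 the tMCAO and sham-operated rats did not overlap, and 12 passed when adjusted over the list alone, a list chosen by the study on the same arrays.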

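With the methods' t-test on the rat means and the limits of the volcano plot, 82 of 532 miRNAs qualified, 12 with a fold change above 2 and 70 with a fold change below 0.7. On the core arrays alone the number was 107, of which 28 were above 2 and 79 below 0.7. The peri arrays alone gave 53, with 6 above and 47 below. With the authors' deposited normalized intensities the rat means gave 180, with 33 above and 147 below. The fold limits are not symmetric, since 0.7 lies nearer to no change than 2 does. Without them, the same test gave 71 miRNAs higher and 83 lower at an unadjusted p under 0.05 in the rat means. The limits of the plot use an unadjusted p under 0.1, so the 2 sets of counts do not differ by the fold limits alone. With plain subtraction of the background the limits gave 142, with 63 above and 79 below.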

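In the authors' deposited normalized intensities, on a linear scale, miR-150-5p measured 2589 ± 652 units in sham core and 7274 ± 1650 units in tMCAO core (SD, n = 3 rats). miR-181b-5p fell from 2575 ± 1406 to 482 ± 258 units, and miR-210-5p from 2591 ± 106 to 780.1 ± 97.9 units. In peri the same table gives miR-150-5p as 2529 ± 190 units in sham and 3164 ± 657 units in tMCAO, and miR-181b-5p as 2008 ± 925 and 928 ± 563 units, so that both changes were smaller there than in core.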

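By the methods' t-test at its unadjusted threshold, 13 of the 15 heat map miRNAs passed on the normalized core values, miR-126a-3p and miR-9a-3p being the exceptions. The rat means gave 11 of 15 and the peri arrays 2 of 15. On the authors' deposited core intensities, 14 passed after log2 transformation and 13 on the linear scale.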

### Plasma Sample Collection

Blood samples were withdrawn from the tail vein of anesthetized rats before the ischemia induction and at different time intervals from reperfusion by using a 1-ml syringe with a 23-G needle and collected in BD Vacutainer tubes (K3 EDTA 5.4 mg). To separate the plasma, the blood samples were centrifuged in the same collecting tubes at 1,500 × *g* (2,900 rpm) for 8 min at room temperature in a ALC PK 120 centrifuge. The supernatant plasma was transferred to sterile tube and centrifuged in an Eppendorf centrifuge at 11,000 rpm to purify the sample from any cellular residues. Prior to RNA extraction, the absorbance at 415 nm of a 50-μl aliquot for each sample was measured in a Bio-rad Microplate Reader to evaluate the presence of free hemoglobin because of a previous hemolytic process. The data reported in the literature suggest working on plasma samples with absorbance values below 1.0 OD. This restriction is necessary in order to obtain an evaluation of microRNAs that are present in exosome or free in plasma and released after ischemic lesion, excluding those present in the red and white blood cells and released following hemolysis.

### microRNA Isolation and Assessment From Brain and Plasma Samples

RNA samples were prepared from the ischemic core, corresponding to the striatum, and penumbra region, corresponding to the temporo-parietal brain surrounding cortex. These brain regions were dissected from rats subjected, respectively, to sham surgery and to tMCAO. 

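The sample labels assign the core to the temporo-parietal cortex and the peri arrays to the striatum, in sham-operated, tMCAO and PostC rats alike, which is the reverse of the assignment in the paper's text. The names core and peri are therefore used without a tissue. Tested alone, the core arrays gave 15 miRNAs past the adjusted threshold in tMCAO against sham (limma), 8 higher and 7 lower, and 113 at an unadjusted p under 0.05. The largest changes among them were log2 fold changes of 3.31 for miR-149-3p, 3.03 for miR-762, -3.51 for miR-568 and -3.27 for miR-132-5p. The peri arrays gave 1 miRNA, miR-10a-5p, and 83 at an unadjusted p under 0.05. miR-10a-5p was not above background on any sham peri array and was detected on only 1 of the 3 tMCAO peri arrays, so no fold change is given for it. Both counts depend on single rats, ranging from 0 to 32 in core and from 0 to 34 in peri with each rat left out in turn. The change in core was not different from the change in peri for any miRNA at the adjusted threshold, when the difference between the regions was tested within each rat (46 miRNAs at an unadjusted p under 0.05 in limma, 88 by the methods' t-test). Nor did any miRNA pass the adjusted threshold between core and peri in the sham-operated rats (30 at an unadjusted p under 0.05 in limma). This is no evidence that the regions are alike. In simulated data this sham test recovered 42.4% of log2 changes of 1, and the test of the difference between the changes 12%. Of the 15 heat map miRNAs, 14 had a larger change in core than in peri, a number that fell to 9 with median scaling. The heat map, read by eye, follows the core intensities. If the list was picked on core changes, larger changes in core would follow from that choice alone. In peri 6 of the 15 did not overlap between the groups, against 10% by chance. Over all miRNAs tested in peri, 31.2% did not overlap. The difference between regions reached an unadjusted p under 0.05 in limma in 4 of the 15. It was largest for miR-9a-3p, whose change in core was lower than that in peri by a log2 difference of -1.96 (standard error 0.47). The adjusted p of this difference in limma was 0.242 over all miRNAs tested and 0.0273 over the list alone.

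**Figure D2:**
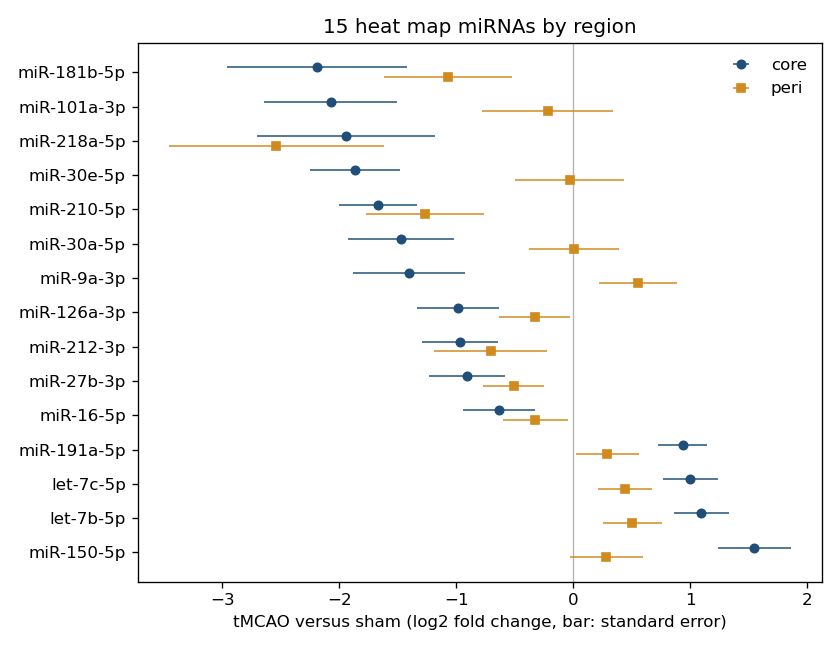
Log2 fold change of tMCAO against sham for the 15 heat map miRNAs in the core arrays (circles) and in the peri arrays (squares), with bars of 1 standard error from limma and 3 rats per group. In peri the values of miR-150-5p, miR-30e-5p and miR-30a-5p lie at 0.28, -0.03 and 0.01, against 1.55, -1.87 and -1.47 in core.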

The sham-operated rats are, in fact, healthy animals. This experimental group has been chosen in order to compare the miRNA expression to that of a control group that underwent similar conditions in terms of anesthesia and rat manipulation. Total RNA from brain tissues was extracted with Trizol (TRI Reagent®-Sigma) following the instruction of the supplier, and RNA quality was assessed using a Thermo Scientific™ NanoDrop™ One Microvolume UV–vis spectrophotometer.

The expression levels of 15 microRNAs selected from the microarray analysis performed on ischemic brain were singularly evaluated by real-time PCR in plasma of rats subjected to permanent or transient focal cerebral ischemia or to intracerebral collagenase-induced hemorrhage (ICH) at different duration times (0.5, 3, and 9 h from ischemic stroke induction).

miRNA isolation from plasma samples was performed with miRNeasy Serum/Plasma Kit (Qiagen) according to the protocol of the manufacturer. For miRNA analysis in the plasma samples, not specific concentration but precise volumes (5 μl) of RNA were retrotranscribed by using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and Taqman probes (Thermo Fisher Scientific), following TaqMan Small RNA Assays Protocol (16°C for 30 min, 42°C for 30 min, and 85°C for 5 min). Quantitative real-time polymerase chain reaction was performed with TaqMan Universal PCR Master Mix II (Applied Biosystems) in a 7500 Fast Real-Time PCR System (AB Applied Biosystems). The cDNA samples were amplified simultaneously in triplicate in one assay run, following the protocol for Taqman assays: 50°C for 2 min, 95°C for 10 min, 40 cycles of amplification of 95°C for 15 s, and 60°C for 1 min. The results were analyzed and exported with 7500 Fast System SDS Software.

The TaqMan probes used are the following: mmu-miR-210^*^ (ID: 462444_mat), hsa-miR-150 (ID: 000473), hsa-miR-30e (ID: 002223), hsa-miR-181b (ID: 001098), hsa-miR-191 (ID: 002299), hsa-let-7b (ID: 002619), hsa-miR-30a-5p (ID: 000417), hsa-miR-16 (ID: 000391), hsa-miR-27b (ID: 000409), mmu-miR-212 (ID: 002551), hsa-miR-218 (ID: 000521), hsa-miR-126 (ID: 002228), hsa-let-7c (ID: 000379), hsa-miR-101 (ID: 002253), hsa-miR-9^*^ (ID: 002231), and miRNA Control Assay U6 snRNA (ID: 001973).

### Information on microRNA-Gene-Disease Ontology Interactions

The extensive file of predicted or verified targets of all aberrantly expressed microRNAs in plasma from rats subjected to brain ischemia of different entity, permanent or transient, or origin, hemorrhagic or occlusive, indicates that a large group of genes may be potentially dysregulated since the prenatal period of life. However, for the present study, the attention has been mainly focused on those genes coding plasma membrane proteins controlling ion influx or efflux, whose regulation has been investigated and acknowledged in stroke mechanisms and in several neuroprotective approaches (Supplementary Table 1). Four different web servers, each one based on a specific algorithm, were used to predict the targets of those microRNAs that have been found to be dysregulated in plasma from rats subjected to brain ischemia of different entity, permanent or transient, or pathophysiology, hemorrhagic or occlusive.

TargetScan is a computational method to predict the targets of conserved vertebrate miRNAs, integrating the model of miRNA–mRNA interaction on the basis of thermodynamics and sequence alignment analysis between miRNA binding sites among different species (29). The latest updated 7.2 version examined the function of non-canonical binding sites identified in recent studies and considers 14 different features of the microRNA, microRNA site, or mRNA to predict those sites within mRNAs that are most effectively targeted by microRNAs (30).

MiRDB is an online database for miRNA target prediction and functional annotations (31). All targets were predicted by a bioinformatics tool, MirTarget, which was developed by analyzing thousands of miRNA-target interactions from high-throughput sequencing experiments (32).

PicTar uses the criteria of co-expression in space and time of miRNAs and their targets through combinations of different microRNAs (33). This algorithm requires that the binding stability of the putative miRNA-target interaction, measured by thermodynamic binding energy, is higher than a specified threshold.

miRmap is an open source software library which employs thermodynamic, evolutionary, probabilistic, or sequence-based features (34), making it currently the most comprehensive miRNA target prediction resource. Only miRNA-mRNA interactions with a miRmap score above 70 were considered for the present study.

### Statistical Analysis

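At an unadjusted p under 0.05, the methods' t-test between tMCAO and sham gave 154 of 532 miRNAs in the rat means, 137 in core and 114 in peri. At the same level, chance gives 26.6 of 532.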

As regard the microarray experiments, Student's *t*-test analysis was conducted for individual comparisons between the two experimental groups. 

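After Benjamini-Hochberg adjustment at a false discovery rate of 0.05, the methods' t-test left 22 miRNAs in the rat means, 3 in core and 0 in peri. Of the 15 heat map miRNAs, 2 were among those left in the rat means and 1 among those left in core.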

The false discovery rate was *P* < 0.05 and served as the cut-off criteria. The data were log_2_ transformed and median centered by Cluster 3.0 software (Informer Technologies Inc., Los Angeles, CA, USA). Real-time PCR results are expressed as fold change (2^−Δ*ΔCt*^) compared to the control group set to 1, following the instructions provided by the literature (35). Briefly, the difference between the Ct values of the gene of interest and the internal control (ΔCt) is calculated for both control sample and target sample. Then, the difference between the ΔCt of the target sample and the control sample (ΔΔCt) is calculated. The fold change of gene expression of target samples compared to the control sample is calculated as 2^−Δ*ΔCt*^. Values are expressed as means ± standard deviation. Statistical analysis was performed with GraphPad Prism 5.0 (GraphPad Software, Inc., San Diego, CA) using one-way analysis of variance followed by Newman–Keuls *post-hoc* test for groups of more than two. Statistical significance was accepted at 95% confidence level (*p* < 0.05).

## Results

### Circulating miR-16-5p, miR-101a-3p, miR-218a-5p, and miR-27b-3p Are Upregulated in the Plasma of Rats 3 h After MCAO Onset

Among the 15 microRNAs selected from the microarray analysis, 11 miRNAs showed no significant difference in plasma samples at all times assessed after cerebral ischemia compared to the control group (Figures 2A–C,E–J,L,O). By contrast, miR-16-5p, miR-101a-3p, miR-218a-5p, and miR-27b-3p resulted to be upregulated in plasma samples withdrawn up to 3 h of permanent middle cerebral artery occlusion (pMCAO) (Figures 2D,K,M,N). These miRNAs did not display an overexpression after 9 h of permanent ischemia.

**Figure 2:**
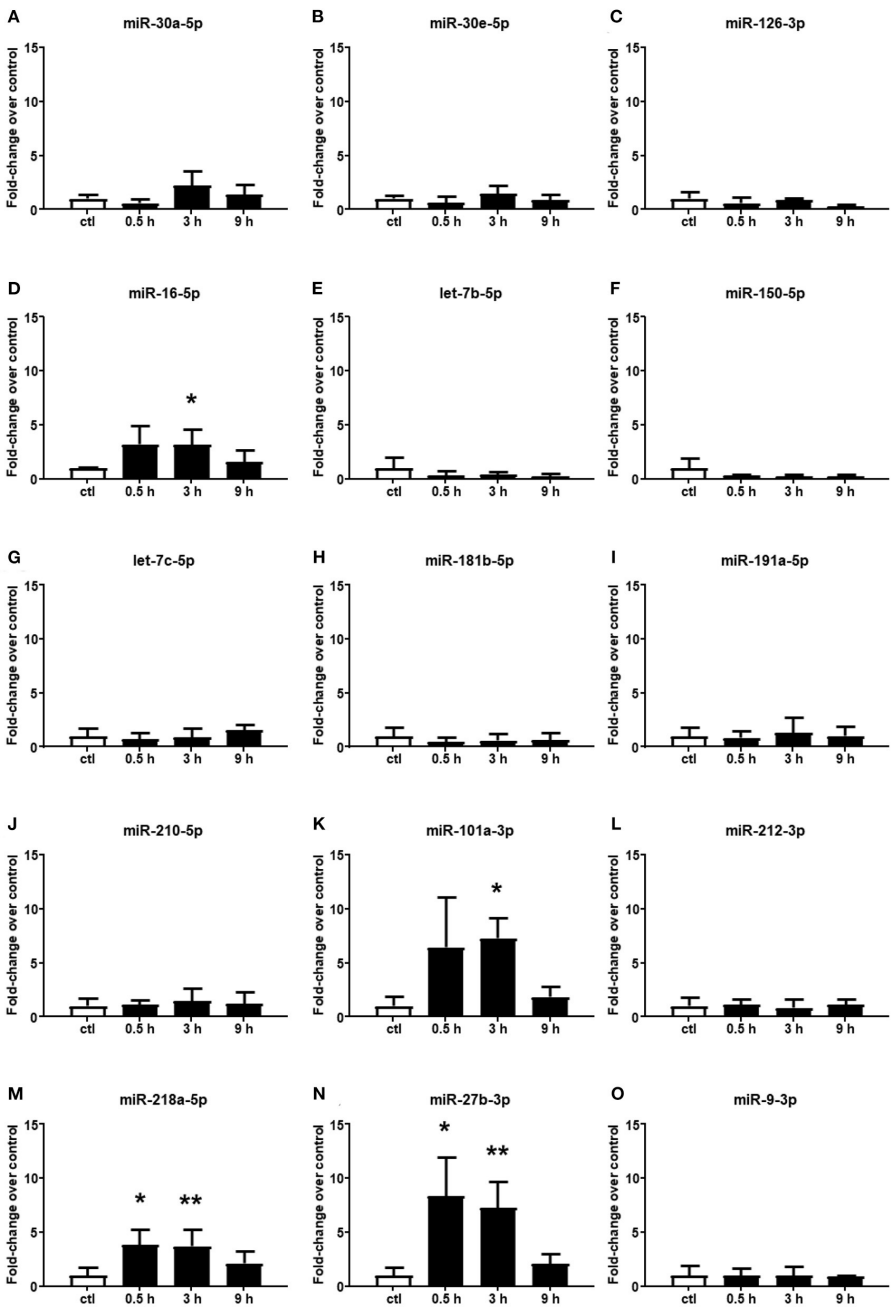
Plasma microRNA expression analysis after permanent middle cerebral artery occlusion by real-time PCR. The microRNA levels analyzed by real-time PCR in plasma samples withdrawn from the tail vein of rats subjected to permanent middle cerebral artery occlusion are expressed as fold change over the control group. **(A–O)** indicate miRNAs evaluated. Each column represents the mean ± SD. The results of the microRNA expression were normalized with respect to U6 snRNA as the internal control. *n* = 3 or 4 per group. *p < 0.05 vs. control group. **p < 0.01 vs. control group.

### Circulating miR-150-5p, let-7b-5p, let-7c-5p, and miR-181b-5p Are Selective Biomarkers of Hemorrhagic Stroke

Altered miRNAs in the plasma of rats subjected to ischemic stroke were evaluated also in plasma from ICH rats (Figure 3); among them, miR-16-5p and miR-27b-3p significantly increased 30 min after hemorrhagic stroke, but the levels were already restored at 3 h (Figures 3D,N). Conversely, miR-101a-3p and miR-218a-5p did not show expression changes at any time evaluated (Figures 3K,M). Moreover, some microRNAs whose plasma levels were not modulated by ischemic stroke displayed upregulation after ICH. Indeed let-7c-5p was upregulated only after 30 min from the onset of hemorrhagic stroke (Figure 3G), whereas the let-7b-5p, miR-150-5p, and miR-181b-5p levels significantly increased up to 9 h (Figures 3E,F,H).

**Figure 3:**
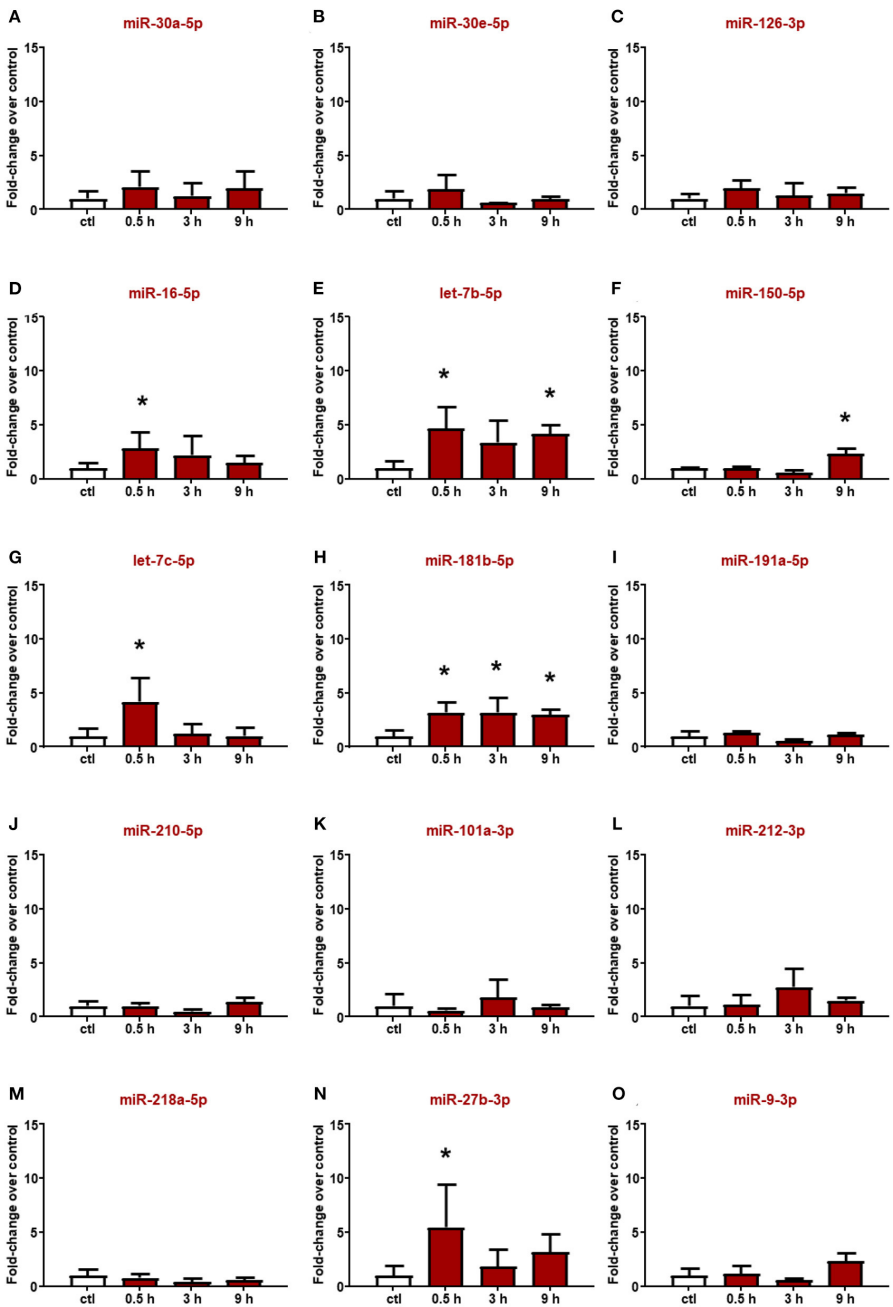
Plasma microRNA expression analysis after intracerebral hemorrhage by real-time PCR. The microRNA levels analyzed by real-time PCR in plasma samples withdrawn from the tail vein of rats subjected to intracerebral hemorrhagic stroke are expressed as fold change over the control group. **(A–O)** indicate miRNAs evaluated. Each column represents the mean ± SD. The results of the microRNA expression were normalized with respect to U6 snRNA as internal control. *n* = 5 or 6 per group. *p < 0.05 vs. control group.

### Circulating miR-16-5p and miR-101a-3p Expression in the Plasma of Ischemic Rats Is Affected by Reperfusion

Reperfusion affected the expression of miR-16-5p, miR-101a-3p, and miR-27b-3p. In particular, in the plasma of rats subjected to tMCAO, the upregulation of miR-16 and miR-101a-3p was delayed compared to the expression levels assessed after pMCAO, showing a statistical increment after 9 h from reperfusion (Figure 4). By contrast, miR-218 and miR-27b resulted to be not modified by tMCAO compared to the control group (Figure 4). Furthermore, miR-30a, let-7b, let-7c, miR-212, and miR-9, whose expression was not modulated by permanent ischemia, were upregulated after reperfusion (Figures 4A,E,G,L,O).

**Figure 4:**
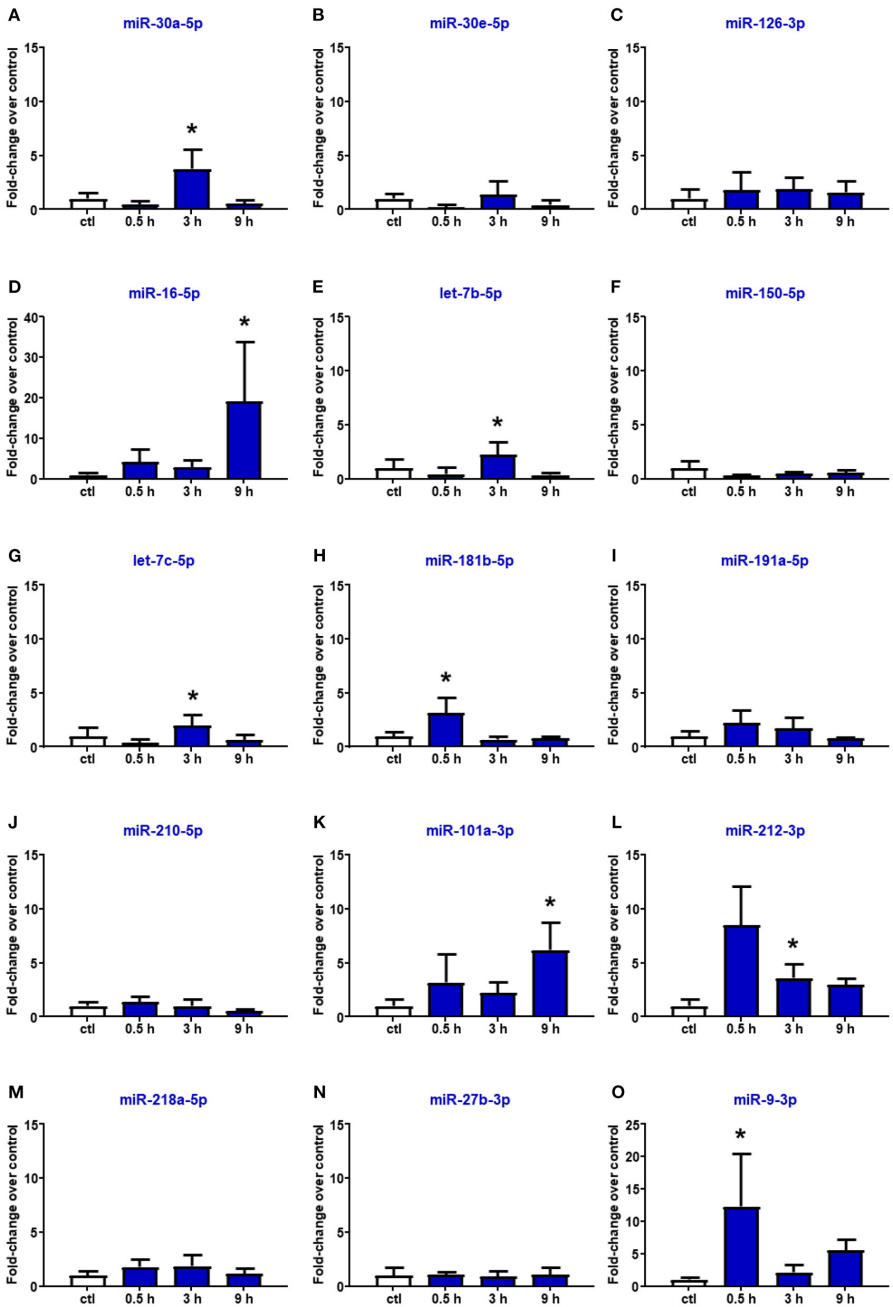
Plasma microRNA expression analysis after transient middle cerebral artery occlusion by real-time PCR. microRNA levels analyzed by real-time PCR in plasma samples withdrawn from the tail vein of rats subjected to tMCAO are expressed as fold change over the control group. **(A–O)** indicate miRNAs evaluated. Each column represents the mean ± SD. The results of the microRNA expression were normalized with respect to U6 snRNA as internal control. *n* = 4 or 5 per group. *p < 0.05 vs. control group.

### Information on microRNA–Gene–Disease Ontology Interactions

microRNA–target interaction analysis showed that, among the proteins involved in the control of ionic homeostasis, miR-150-5p activity has been linked, among others, to the control of immune response after stroke. In addition, we identified sodium/calcium exchanger, NCX1, and zinc transporter, ZnT6, and transient receptor potential cation channel, TRPM7, as putative additional targets. All these membrane proteins are implied in cellular ionic homeostasis, and their activity has been strongly linked to stroke pathophysiology (36–38). Similarly, among miR-180 targets linked to stroke pathophysiology, the membrane channel acid sensing ionic channel, ASIC1, and the Na+/H+ exchanger it should be mentioned (Tables 1, 2).

**Table 1:** List of predicted genes as potential targets of circulating microRNAs modulated by ischemic stroke.

	**Sequence**	**Predicted target**
miR-16-5p	5′-UAGCAGCACGUAAAUAUUGGCG-3′	ATP2B2 (ATPase Plasma Membrane Ca^2+^ Transporting 2, PMCA2)
		SLC9A6 (sodium/hydrogen exchanger 6; NHE6)
		SLC9A8 (sodium/hydrogen exchanger 8; NHE8)
		SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)
		SLC24A3 (sodium/potassium/calcium exchanger 3; NCKX3)
		SLC30A8 (zinc transporter, ZnT-8)
		SLC39A9 (zinc transporter, ZIP-9)
		SLC39A10 (zinc transporter, ZIP-10)
miR-101a-3p	5′-UACAGUACUGUGAUAACUGAA-3′	ATP2B2 (ATPase Plasma Membrane Ca^2+^ Transporting 2, PMCA2)
		SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)
		SLC30A6 (zinc transporter, ZnT6)
		SLC30A7 (zinc transporter, ZnT-7)
		SLC39A10 (zinc transporter, ZIP-10)
miR-218a-5p	5′-UUGUGCUUGAUCUAACCAUGU-3′	ASIC1 (acid-sensing ion channel 1, ASIC1)
		SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)
		SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)
		SLC39A1 (zinc transporter, ZIP-1)
miR-27b-3p	5′-UUCACAGUGGCUAAGUUCUGC-3′	ASIC1 (acid-sensing ion channel 1, ASIC1)
		ATP2B1 (ATPase Plasma Membrane Ca^2+^ Transporting 1, PMCA1)
		SLC9A4 (sodium/hydrogen exchanger 4; NHE4)
		SLC9A7 (sodium/hydrogen exchanger 7; NHE7)
		SLC24A1 (sodium/potassium/calcium exchanger 1; NCKX1)
		SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)
		SLC30A7 (zinc transporter, ZnT-7)
		SLC39A11 (zinc transporter, ZIP-11)
		SLC39A13 (zinc transporter, ZIP-13)

*Only the predicted targets involved in the mechanisms of ionic homeostasis regulation proposed from at least two of the four databases applied are shown*.

**Table 2:** List of predicted genes as potential targets of circulating microRNAs modulated by hemorrhagic stroke.

**microRNA**	**Sequence**	**Predicted target**
miR-150-5p	5′-UCUCCCAACCCUUGUACCAGUG-3′	SLC8A1 (sodium/calcium exchanger 1, NCX1)
		SLC30A5 (zinc transporter, ZnT-5)
		TRPM7 (Transient Receptor Potential Cation Channel M, 7)
let-7b-5p	5′-UGAGGUAGUAGGUUGUGUGGUU-3′	ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca^2+^ Transporting 2, SERCA2)
		ATP2B4 (ATPase Plasma Membrane Ca2+ Transporting 4, PMCA4)
		SLC8A2 (sodium/calcium exchanger 2, NCX2)
		SLC9A9 (sodium/hydrogen exchanger 9; NHE9)
		SLC30A4 (zinc transporter, ZnT-4)
		TRPM6 (Transient Receptor Potential Cation Channel M, 6)
miR-181b-5p	5′-AACAUUCAUUGCUGUCGGUGGGU-3′	ASIC1 (acid-sensing ion channel 1, ASIC1)
		ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca^2+^ Transporting 2, SERCA2)
		ATP2B1 (ATPase Plasma Membrane Ca^2+^ Transporting 1, PMCA1)
		ATP2B2 (ATPase Plasma Membrane Ca^2+^ Transporting 2, PMCA2)
		SLC9A6 (sodium/hydrogen exchanger 6; NHE6)
		SLC12A5 (potassium-chloride cotransporter 2, KCC2)
		TRPM3 (Transient Receptor Potential Cation Channel M, 3)
let-7c-5p	5′-UGAGGUAGUAGGUUGUAUGGUU-3′	ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca^2+^ Transporting 2, SERCA2)
		SLC8A2 (sodium/calcium exchanger 2, NCX2)
		SLC9A9 (sodium/hydrogen exchanger 9; NHE9)
		SLC12A9 (cation-chloride cotransporter 6, CCC6)
		SLC30A4 (zinc transporter, ZnT-4)
		TRPM6 (Transient Receptor Potential Cation Channel M, 6)

*Only the predicted targets involved in the mechanisms of ionic homeostasis regulation proposed from at least two of the four databases applied are shown*.

## Discussion

The present paper, taking advantage of three preclinical animal models of stroke, compared the miRNA blood levels of animals subjected to permanent brain ischemia, transient ischemia, and hemorrhagic stroke at differential time intervals from stroke onset. In particular, starting from a miRNome analysis carried out in the brain tissue of ischemic animals, a list of candidate miRNAs involved in ischemic brain damage was generated. 

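Ordered by p in limma over the core arrays, the 15 miRNAs of the list stood between place 9 for miR-210-5p and place 133 for miR-16-5p of the 532 tested. In the rat means the places ran from 5 for miR-218a-5p to 317 for miR-9a-3p.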

The levels of expression of these miRNAs were then evaluated in the blood of animals subjected to ischemic stroke and compared to those of rats exposed to hemorrhagic stroke.

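The number of miRNAs that can be examined depends on what counts as detected. A miRNA was tested here when it was detected on at least 3 of the 18 arrays, which kept 532 of 761. Only 141 were detected on all 18 arrays, and a limit taken from the dimmest 25% of miRNA spots in place of the empty spots kept 615.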

Our study examined the expression of 548 mirRNAs in the brain tissue of ischemic and sham-operated rats and selected those miRNAs whose expression was increased or reduced after stroke. Therefore, based on the analysis of miRNome in ischemic brain tissue, it has been possible to create a list of miRNAs potentially involved in stroke damage. Since it has been previously demonstrated that the levels of expression of miRNAs in ischemic brain tissue may correlate with those present in the plasma (39), these miRNAs were then evaluated at different time intervals in the blood of rats subjected to ischemic or hemorrhagic stroke. From a first examination that allowed us to narrow our research field on 15 circulating miRNAs examined, four miRNAs—miR-16-5p, miR-101a-3p, miR-218-5p, and miR-27b-3p—were found to be significantly upregulated in the plasma of rats 3 h after pMCAO, whereas four miRNAs—miR-150-5p, let-7b-5p, let 7c-5p, and miR-181b-5p—were selectively upregulated in the plasma of rats subjected to ICH.

These results are of particular relevance since, for the first time, we compared the miRNA levels in the plasma of ischemic animals at different time intervals after the ischemic insult. The choice of the time point examined reflects the time window of intervention in patients affected by stroke. Having a hypothetical biomarker expressed after 6 h from stroke onset is not very helpful in order to properly treat the patient. The time-dependent expression of miRNAs in plasma underlines the importance of a precise timing when miRNAs are considered as prognostic and diagnostic tools. In fact, due to the high stability in biological fluids and the reproducibility of detection, circulating miRNAs have been proposed as new non-invasive biomarkers for the diagnosis of many neurodegenerative disorders, including stroke (40–42).

On the other hand, the importance to have a tool for a rapid diagnosis of stroke represents a medical need since the diagnosis of stroke is remarkably time-consuming, being mainly dependent upon examination by a clinical care provider and by means of various neuroimaging techniques. This way of proceeding leads to fewer possibilities of starting an effective recanalizing therapy in stroke patients within the defined time interval of 4.5 h. Therefore, much effort must be made in order to improve the diagnostic decision-making process. In this direction, the possibility to rely on an easily detectable circulating biomarker able to distinguish between ischemic and hemorrhagic stroke could be of great help for the clinicians. In this context, the role of miRNA is a developing promising field, with growing interest in their potential application as a biomarker for the rapid diagnosis and prognosis of brain ischemia as well as for the development of therapeutic agents (18, 43). Different patient-based studies have already reported some changes in the circulatory expression of miRNA during cerebral ischemia (44).

As anticipated above, miRNAs are present in human plasma or in serum in a remarkably stable form and represent potentially informative biomarkers for a range of diseases. Chen et al. demonstrated that plasma miRNAs are stable and protected against RNases as well as other prohibitive conditions, including boiling, low/high pH, extended storage, and repetitive freezing/thawing cycles (45). The expression levels of miRNAs in blood have been found to be reproducible and indicative of the disease state. Although the mechanism of how miRNAs are released into the circulation is unclear, their presence in the circulation and association with diverse pathophysiological states are now generally accepted. Circulating miRNAs in plasma are altered both qualitatively and quantitatively in a variety of conditions, including different tumor types, cardiovascular diseases, stroke, and neurodegenerative diseases (46).

It is widely believed that miRNAs released from damaged cells or circulating cells lead to increased serum miRNA expression (47). The present study reports unique circulating miRNA expression profiles following cerebral ischemia in adult male rats. In fact, to investigate the time dependency on the expression of stroke-related miRNAs, three time points were evaluated: 0.5, 3, and 9 h. Among the 15 miRNAs considered, miR-101a-3p emerges as the most promising ischemic stroke biomarker for further future evaluation. The levels of expression of miR-101a-3p increase at early time intervals, 0.5 and 3 h, after permanent ischemia induction and at a later time interval, 9 h, after transient ischemia. No changes were detected after hemorrhagic stroke.

As for hemorrhagic stroke, the most promising diagnostic candidate miRNAs are miR-150-5p and miR-181-5p, whose levels of expression in the blood of hemorrhagic rats are selectively upregulated starting from 30 min after hemorrhagic stroke induction.

From *in silico* analysis data and from data that already appeared in the scientific literature, it is possible to link the role of these three miRNAs to stroke pathophysiology.

In fact, miR-101a-3p has one of its major targets in polycomb repressive complex 2, a multi-protein complex including histone methyltransferase enhancer of zeste homolog 2 (48, 49), which mediates gene silencing *via* the tri-methylation of histone 3 at lysine 27 (H3K27me3) (50, 51).

As for miR-150-5p, its activity has been linked, among others, to the control of immune response after stroke. In addition, we identified sodium/calcium exchanger, NCX1, zinc transporter, ZnT6, and transient receptor potential cation channel, TRPM7, as putative additional targets. All these membrane proteins are implied in cellular ionic homeostasis, and their activity has been strongly linked to stroke pathophysiology (36–38). Similarly, among miR-180 targets linked to stroke pathophysiology, the membrane channel acid sensing ionic channel, ASIC1, and the Na^+^/H^+^ exchanger should be mentioned (52, 53).

Collectively, our study identified some peculiar miRNAs expressed in the plasma of hemorrhagic rats and pointed out the importance of a precise time point definition in order to render the use of miRNAs as stroke biomarkers more reliable.

## Limitations

Future studies should include a larger set of animals, eventually of both genders, affected by comorbidities, and at different ages. Furthermore, it is important to underline the need to speed up all those technical procedures capable of detecting miRNAs in the shortest and simplest possible way, i.e., by setting up innovative sensors capable of measuring miRNAs in a few seconds, to avoid running into the same problems currently present with the use of CT and MRI to make a differentiated diagnosis of ischemic and hemorrhagic stroke.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Submission (GSE184975) [NCBI tracking system #22375569].

## Ethics Statement

The animal study was reviewed and approved by Ethical Committee of University of Naples Federico II.

## Author Contributions

GP, LA, and PC: conception and design of the study. PC, OC, and MT: acquisition and analysis of data. PC, OC, MT, AV, GP, LA, and MT: drafting a significant portion of the manuscript, tables, and figures. PC and MT evaluated expression of miRNA in blood samples. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the Programma Operativo Nazionale PON PERMEDNET (ArSO1_1226) from the Italian Ministry of Research, MIUR, to LA and PON NEON (ARS01_00769) from the Italian Ministry of Research, MIUR, to GP.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

rtPA: recombinant tissue plasminogen activator
MCAO: middle cerebral artery occlusion
pMCAO: permanent middle cerebral artery occlusion
tMCAO: transient middle cerebral artery occlusion
ICH: intracerebral collagenase-induced hemorrhage
miRNA: microRNA
DALYs: disability-adjusted life years
CT: computed tomography
MRI: magnetic resonance imaging
HDL: high-density lipoproteins
CBF: cerebral blood flow
PRC2: polycomb repressive complex 2
EZH2: enhancer of zeste homolog 2
H3K27me3: tri-methylation of histone 3 at lysine 27
NCX1: sodium/calcium exchanger 1
ZnT6: zinc transporter 6
TRPM7, transient receptor potential cation channel subfamily M: 7
ASIC1: acid-sensing ionic channel 1.

# Supplementary material for: Hemorrhagic Stroke Induces a Time-Dependent Upregulation of miR-150-5p and miR-181b-5p in the Bloodstream
**Source:** Front Neurol. 2021 Oct 27;12:736474. doi: 10.3389/fneur.2021.736474
**Supplement:** Supplementary file 1

|                    |                                                                        |                                                                        |                                                                        |                                                                        |
|--------------------|------------------------------------------------------------------------|------------------------------------------------------------------------|------------------------------------------------------------------------|------------------------------------------------------------------------|
|                    | <b>TargetScan</b>                                                      | <b>miRDB</b>                                                           | <b>miRmap web</b>                                                      | <b>PicTar</b>                                                          |
|                    | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                             | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) | TRPM2 (Transient Receptor Potential Cation Channel M, 2)               |
|                    | TRPM3 (Transient Receptor Potential Cation Channel M, 3)               | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC9A8 (sodium/hydrogen exchanger 8; NHE8)                             | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) |
|                    | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                             | SLC39A10 (zinc transporter, ZIP-10)                                    | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                             | SLC24A3 (sodium/potassium/calcium exchanger 3; NCKX3)                  |
|                    | SLC9A8 (sodium/hydrogen exchanger 8; NHE8)                             | SLC39A9 (zinc transporter, ZIP-9)                                      | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             |
|                    | SLC39A9 (zinc transporter, ZIP-9)                                      | SLC30A8 (zinc transporter, ZNT8)                                       | SLC30A8 (zinc transporter, ZNT8)                                       | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                             |
|                    | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC24A3 (sodium/potassium/calcium exchanger 3; NCKX3)                  | SLC24A1 (sodium/potassium/calcium exchanger 1; NCKX1)                  |                                                                        |
|                    | SLC39A10 (zinc transporter, ZIP-10)                                    |                                                                        | SLC12A1 (sodium-potassium-chloride cotransporter 2, NKCC2)             |                                                                        |
|                    | SLC24A3 (sodium/potassium/calcium exchanger 3; NCKX3)                  |                                                                        | SLC39A9 (zinc transporter, ZIP-9)                                      |                                                                        |
|                    |                                                                        |                                                                        | SLC30A7 (zinc transporter, ZNT7)                                       |                                                                        |
|                    |                                                                        |                                                                        | SLC39A10 (zinc transporter, ZIP-10)                                    |                                                                        |
|                    |                                                                        |                                                                        | SLC30A4 (zinc transporter, ZNT4)                                       |                                                                        |
|                    |                                                                        |                                                                        | SLC39A1 (zinc transporter, ZIP-1)                                      |                                                                        |
| <b>miR-101a-3p</b> | <b>TargetScan</b>                                                      | <b>miRDB</b>                                                           | <b>miRmap web</b>                                                      | <b>PicTar</b>                                                          |
|                    | ASIC1 (acid-sensing ion channel 1, ASIC1)                              | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) |
|                    | ATP2B2 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 2, PMCA2) | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | ATP2B1 (ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 1, PMCA1) | SLC12A2 (sodium-potassium-chloride transporter 1, NKCC1)               |
|                    | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC39A10 (zinc transporter, ZIP-10)                                    | SLC12A2 (sodium-potassium-chloride transporter 1, NKCC1)               | SLC30A7 (zinc transporter, ZNT7)                                       |
|                    | SLC39A10 (zinc transporter, ZIP-10)                                    | SLC30A7 (zinc transporter, ZNT7)                                       | SLC39A10 (zinc transporter, ZIP-10)                                    |                                                                        |
|                    |                                                                        |                                                                        | SLC30A7 (zinc transporter, ZNT7)                                       |                                                                        |
|                    |                                                                        |                                                                        | SLC30A1 (zinc transporter, ZNT1)                                       |                                                                        |
| <b>miR-218a-5p</b> | <b>TargetScan</b>                                                      | <b>miRDB</b>                                                           | <b>miRmap web</b>                                                      | <b>PicTar</b>                                                          |
|                    | ASIC1 (acid-sensing ion channel 1, ASIC1)                              | ASIC1 (acid-sensing ion channel 1, ASIC1)                              | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)                  | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)                  |
|                    | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)                  | SLC39A1 (zinc transporter, ZIP-1)                                      | SLC9A8 (sodium/hydrogen exchanger 8; NHE8)                             | SLC30A10 (zinc transporter, ZNT10)                                     |
|                    | SLC39A1 (zinc transporter, ZIP-1)                                      | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)                  | SLC39A1 (zinc transporter, ZIP-1)                                      | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             |
|                    | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)             |                                                                        |
|                    | SLC39A14 (zinc transporter, ZIP-14)                                    |                                                                        | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                             |                                                                        |
|                    |                                                                        |                                                                        | SLC9A2 (sodium/hydrogen exchanger 2; NHE2)                             |                                                                        |

|            |                                                            |                                                                                |                                                                                |                                                                                |
|------------|------------------------------------------------------------|--------------------------------------------------------------------------------|--------------------------------------------------------------------------------|--------------------------------------------------------------------------------|
| miR-27b-3p | <b>TargetScan</b>                                          | <b>miRDB</b>                                                                   | <b>miRmap web</b>                                                              | <b>PicTar</b>                                                                  |
|            | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1) | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     |
|            | ASIC1 (acid-sensing ion channel 1, ASIC1)                  | ASIC1 (acid-sensing ion channel 1, ASIC1)                                      | SLC39A11 (zinc transporter, ZIP-11)                                            | SLC39A11 (zinc transporter, ZIP-11)                                            |
|            | SLC39A11 (zinc transporter, ZIP-11)                        | TRPM3 (Transient Receptor Potential Cation Channel M, 3)                       | SLC30A1 (zinc transporter, ZNT1)                                               | SLC39A13 (zinc transporter, ZIP-13)                                            |
|            | SLC39A13 (zinc transporter, ZIP-13)                        | SLC39A11 (zinc transporter, ZIP-11)                                            | SLC9A4 (sodium/hydrogen exchanger 4; NHE4)                                     |                                                                                |
|            | SLC24A2 (sodium/potassium/calcium exchanger 2; NCKX2)      | SLC24A1 (sodium/potassium/calcium exchanger 1; NCKX1)                          | SLC30A7 (zinc transporter, ZNT7)                                               |                                                                                |
|            | SLC30A7 (zinc transporter, ZNT7)                           | SLC30A7 (zinc transporter, ZNT7)                                               | SLC24A1 (sodium/potassium/calcium exchanger 1; NCKX1)                          |                                                                                |
|            | SLC9A7 (sodium/hydrogen exchanger 7; NHE7)                 | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)                          | SLC39A13 (zinc transporter, ZIP-13)                                            |                                                                                |
|            | SLC24A4 (sodium/potassium/calcium exchanger 4; NCKX4)      | SLC9A4 (sodium/hydrogen exchanger 4; NHE4)                                     |                                                                                |                                                                                |
|            |                                                            | SLC9A7 (sodium/hydrogen exchanger 7; NHE7)                                     |                                                                                |                                                                                |
|            |                                                            | SLC12A2 (sodium-potassium-chloride cotransporter 1, NKCC1)                     |                                                                                |                                                                                |
| miR-150-5p | <b>TargetScan</b>                                          | <b>miRDB</b>                                                                   | <b>miRmap web</b>                                                              | <b>PicTar</b>                                                                  |
|            | SLC30A5 (zinc transporter, ZNT5)                           | SLC30A5 (zinc transporter, ZNT5)                                               |                                                                                | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     |
|            |                                                            | SLC8A1 (sodium/calcium exchanger 1, NCX1)                                      |                                                                                |                                                                                |
|            |                                                            | SLC39A7 (zinc transporter, ZIP-7)                                              |                                                                                |                                                                                |
|            |                                                            | SLC12A5 (SODIUM-POTASSIUM-CHLORIDE COTRANSPORTER 2, KCC2)                      |                                                                                |                                                                                |
|            |                                                            | SLC39A14 (zinc transporter, ZIP-14)                                            |                                                                                |                                                                                |
| Let-7b-5p  | <b>TargetScan</b>                                          | <b>miRDB</b>                                                                   | <b>miRmap web</b>                                                              | <b>PicTar</b>                                                                  |
|            | TRPM6 (Transient Receptor Potential Cation Channel M, 6)   | SLC30A4 (zinc transporter, ZNT4)                                               | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) | TRPM6 (Transient Receptor Potential Cation Channel M, 6)                       |
|            | SLC30A6 (zinc transporter, ZNT6)                           | SLC9A9 (sodium/hydrogen exchanger 9; NHE9)                                     |                                                                                | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |
|            | SLC9A9 (sodium/hydrogen exchanger 9; NHE9)                 | SLC8A2 (sodium/calcium exchanger 2, NCX2)                                      |                                                                                | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     |
|            | SLC30A1 (zinc transporter, ZNT1)                           | TRPM6 (Transient Receptor Potential Cation Channel M, 6)                       |                                                                                | SLC30A4 (zinc transporter, ZNT4)                                               |
|            | SLC30A4 (zinc transporter, ZNT4)                           | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |                                                                                | SLC9A9 (sodium/hydrogen exchanger 9; NHE9)                                     |
|            | SLC8A2 (sodium/calcium                                     | ATP2B4 (ATPase                                                                 |                                                                                |                                                                                |

|                    |                                                                                |                                                                                |                                                                                |                                                                                |
|--------------------|--------------------------------------------------------------------------------|--------------------------------------------------------------------------------|--------------------------------------------------------------------------------|--------------------------------------------------------------------------------|
|                    | exchanger 2, NCX2)                                                             | Plasma Membrane Ca2+ Transporting 4, PMCA4)                                    |                                                                                |                                                                                |
|                    | SLC30A7 (zinc transporter, ZNT7)                                               |                                                                                |                                                                                |                                                                                |
|                    | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |                                                                                |                                                                                |                                                                                |
|                    | ATP2B4 (ATPase Plasma Membrane Ca2+ Transporting 4, PMCA4)                     |                                                                                |                                                                                |                                                                                |
|                    | ATP2B3 (ATPase Plasma Membrane Ca2+ Transporting 3, PMCA3)                     |                                                                                |                                                                                |                                                                                |
| <b>miR-181b-5p</b> | <b>TargetScan</b>                                                              | <b>miRDB</b>                                                                   | <b>miRmap web</b>                                                              | <b>PicTar</b>                                                                  |
|                    | ASIC1 (acid-sensing ion channel 1, ASIC1)                                      | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     | ATP2B2 (ATPase Plasma Membrane Ca2+ Transporting 2, PMCA2)                     | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |
|                    | TRPM3 (Transient Receptor Potential Cation Channel M, 3)                       | ATP2B3 (ATPase Plasma Membrane Ca2+ Transporting 3, PMCA3)                     |                                                                                | ATP2B2 (ATPase Plasma Membrane Ca2+ Transporting 2, PMCA2)                     |
|                    | TRPM7 (Transient Receptor Potential Cation Channel M, 7)                       | ATP2B2 (ATPase Plasma Membrane Ca2+ Transporting 2, PMCA2)                     |                                                                                | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                                     |
|                    | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |                                                                                |                                                                                |
|                    | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) | ASIC1 (acid-sensing ion channel 1, ASIC1)                                      |                                                                                |                                                                                |
|                    | ATP2B2 (ATPase Plasma Membrane Ca2+ Transporting 2, PMCA2)                     | TRPM3 (Transient Receptor Potential Cation Channel M, 3)                       |                                                                                |                                                                                |
|                    | SLC9A6 (sodium/hydrogen exchanger 6; NHE6)                                     | SLC12A5 (potassium-chloride cotransporter 2, KCC2)                             |                                                                                |                                                                                |
|                    | SLC8A1 (sodium/calcium exchanger 1, NCX1)                                      | SLC24A3 (sodium/potassium/calcium exchanger 3; NCKX3)                          |                                                                                |                                                                                |
|                    | SLC30A1 (zinc transporter, ZNT1)                                               |                                                                                |                                                                                |                                                                                |
|                    | SLC9A8 (sodium/hydrogen exchanger 8; NHE8)                                     |                                                                                |                                                                                |                                                                                |
|                    | SLC12A5 (potassium-chloride cotransporter 2, KCC2)                             |                                                                                |                                                                                |                                                                                |
| <b>Let-7c-5p</b>   | <b>TargetScan</b>                                                              | <b>miRDB</b>                                                                   | <b>miRmap web</b>                                                              | <b>PicTar</b>                                                                  |
|                    | SLC12A9 (cation-chloride cotransporter 6, CCC6)                                | TRPM6 (Transient Receptor Potential Cation Channel M, 6)                       | ATP2A3 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 3, SERCA3) | SLC30A4 (zinc transporter, ZNT4)                                               |
|                    | SLC30A6 (zinc transporter, ZNT6)                                               | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) | SLC9A9 (sodium/hydrogen exchanger 9; NHE9)                                     |
|                    | SLC9A9 (sodium/hydrogen exchanger 9; NHE9)                                     | ATP2B4 (ATPase Plasma Membrane Ca2+ Transporting 4, PMCA4)                     |                                                                                | ATP2A2 (ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2, SERCA2) |
|                    | SLC30A1 (zinc transporter, ZNT1)                                               | SLC30A4 (zinc transporter, ZNT4)                                               |                                                                                | ATP2B1 (ATPase Plasma Membrane Ca2+ Transporting 1, PMCA1)                     |
|                    | SLC30A4 (zinc transporter, ZNT4)                                               | SLC12A9 (cation-chloride cotransporter 6, CCC6)                                |                                                                                | TRPM6 (Transient Receptor Potential Cation Channel M, 6)                       |
|                    | SLC8A2 (sodium/calcium                                                         | SLC9A9                                                                         |                                                                                |                                                                                |

|  |                                     |                                                 |  |  |
|--|-------------------------------------|-------------------------------------------------|--|--|
|  | exchanger 2, NCX2)                  | (sodium/hydrogen<br>exchanger 9; NHE9)          |  |  |
|  | SLC30A7 (zinc<br>transporter, ZNT7) | SLC8A2<br>(sodium/calcium<br>exchanger 2, NCX2) |  |  |

**Supplemental Table1.** List of predicted genes as potential targets of analysed circulating microRNAs involved in stroke progression by the regulation of ionic hoemostasis

How the deposited data were processed for this re-analysis (not part of the article)

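MicroRNA levels in brain tissue were measured on 18 single-colour (Cy5) microarrays, 1 of the core and 1 of the peri region of each of 9 rats, 3 sham-operated, 3 with tMCAO and 3 labelled remote limb postconditioning (PostC). The authors deposited, for each array, the median pixel intensity of every spot as digitized from the scanner image, with no background subtraction and no normalization. They also deposited a table of normalized intensities on a linear scale, made by background subtraction and locally weighted regression; how the spots of a probe were combined in it is not stated. All 18 columns of that table were mapped to a sample by name.

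From the spot intensities, background was corrected with normexp (offset 50), fitted on all spots, since the array files give no local background. Control spots were then left out and the log2 values of the 4 spots of each probe averaged. These averages were normalized by cyclic loess over all 18 arrays, because the methods name a locally weighted regression. The limit planned for detection was 3 SD above a background given per spot; as the files give none, it was set per array at the median of the 612 empty spots plus 3 times their scaled median absolute deviation. Probes detected on at least 3 arrays were tested, 532 of 761. The empty spots were brighter than the 10th percentile of miRNA spots on 16 arrays, so this limit is strict on some of them. The median miRNA spot per array, between 49.1 and 261 units, and the number of arrays limit the precision; array intensities carry no counting error from which an interval could be taken.

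Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend), with Benjamini-Hochberg adjustment at 0.05. The rat was the replicate. The comparisons were tMCAO against sham in the mean of core and peri of each rat, in core and in peri, the difference of the core and peri changes, core against peri in sham-operated rats, and PostC against sham and against tMCAO. The methods' t-test (Student, equal variances) was run on the same values, with the limits of the volcano plot. With 3 rats against 3, an exact permutation test cannot give a p under 0.1, so tests of single miRNAs rest on limma. Numbers of probes near a limit can change with these choices, and the normalization assumes that rises and falls balance over the miRNAs, so every fold change is relative to the other miRNAs.

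The fit was tested on simulated data with the real arrays' spread, in 20 runs with 100 of 532 miRNAs changed. At a log2 change of 1 it recovered 73.3% of them in the rat means, 30% in core, 58% in peri and 12% for the difference between regions; at a log2 change of 2 it recovered 96.8%, 81.1%, 93.6% and 67.7%. Between 3.4% and 4.78% of the simulated calls were false over all comparisons. The simulated miRNAs varied independently, with the same spread in every group and with rises and falls balanced. Background and normalization were not simulated, so this share need not hold for the real arrays. For PostC, 71.6% were recovered against sham and 70% against tMCAO at a log2 change of 1.

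The miRNAs named in the text are the 15 of the heat map, the 5 largest rises and 5 largest falls in the rat means among those past the threshold whose groups do not overlap, and for the other comparisons the 2 largest rises and falls. The alternatives, listed before the data were examined unless stated, were plain background subtraction with a floor of 1, quantile normalization, median scaling, the deposited normalized intensities, no filter and a filter for detection on all arrays, no variance trend, the replicate number as a block, only the 2 groups compared, the methods' t-test, both regions in 1 fit with the rat as a random block, averaging regions on the linear scale, and leaving out each rat. A correction for GC content, a background and a detection limit from the dimmest 25% of miRNA spots, and a floor of 50 for the deposited table were added after seeing the data.

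Lists of miRNAs of leukocytes (6), neurons (8) and red blood cells (3) were written from general knowledge before they were tested as lists, but the values of miR-155-5p, miR-129-2-3p and miR-9a-3p had been seen by then. For the plasma PCR, the delta Ct values of the supplementary tables were compared with exact permutation tests, in the closing part only. Permutation tests of correlations used 100000 resamples. No genome was used here, so no genomic positions of the miRNAs are given. The tables of predicted targets were not used here. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.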

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

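Except for the test of the red blood cell miRNAs, the tests of explanations in this part were chosen after the results they bear on had been seen.

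Outside the 15 miRNAs of the heat map, 56 of the 63 miRNAs past the threshold in the rat means, and 10 of the 15 in core, lie in data that the paper does not discuss. The real split of the 6 rats was the only 1 of 10 with as many miRNAs, in the rat means as in core, but with 10 splits chance cannot be excluded. Without tMCAO rat 2 the counts past the threshold were 8 in the rat means and 0 in core. The fold change followed GC content across miRNAs (Spearman 0.344 in the rat means, 0.390 in core; miRNAs are not independent replicates). Removing this trend from each array left 48 of the 63 past the threshold, so GC content does not account for most of them. The tMCAO arrays had fewer probes above the limit from the empty spots. Of the 39 falls, 15 were not detected on any tMCAO array, and only 5 were detected on all 18 arrays, although that filter by itself removes miRNAs that fell. With the limit from the dimmest miRNA spots these numbers were 3 and 18, so how many falls are dim depends on the limit. For these dim falls, lower yield of the tMCAO arrays and a true fall cannot be told apart. When only the 141 miRNAs detected on all arrays were tested, 7 falls and 12 rises passed, so for those 7 a loss under the background is argued against. An effect of tMCAO remains open as a biological explanation.

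Cell types may also contribute to the core changes. Of the leukocyte miRNAs, 5 of 6 were tested and had a median log2 fold change of 1.35 in core, with 4 higher and 1 lower. Only miR-155-5p, whose rise had been seen before the list was written, passed the threshold. The median is the value of miR-223-3p, detected on 1 of 3 sham and 2 of 3 tMCAO core arrays. miR-155-5p was detected on 0 of 3 sham core arrays and miR-142-5p on 0 of 3 tMCAO core arrays. The sizes of these changes therefore depend on how background is treated. Only miR-146a-5p and miR-21-5p, both higher, were detected on all 3 core arrays of both groups. Under the other scalings 4 or 5 of the 5 leukocyte miRNAs tested were higher, since miR-142-5p, the lower one at -0.46, turned higher with median scaling and with the GC correction. Several of them are also expressed in brain cells, so leukocytes and a response of the tissue cannot be told apart. miR-21-5p, whose probe was the brightest of them, had a log2 fold change of 1.38 in core (standard error 0.54, adjusted p = 0.169 in limma, groups overlapping) and of -1.44 in peri (standard error 0.63, adjusted p = 0.283). Of the red blood cell miRNAs, miR-451-5p had a log2 fold change of -0.0254 in core (standard error 0.35), between -0.05 and 0.42 under the other scalings, miR-486 rose by 1.91 and miR-144-3p was not detected well enough to be tested. Both tested miRNAs were higher under 4 of the 5 other scalings, but not under the main one or with the deposited intensities, and miR-451-5p was already bright in sham core (11.54 in log2), which can hide a small share of red blood cells, so their part stays open. The 8 neuron miRNAs split into 4 higher and 4 lower in core, with miR-137-3p and miR-9a-5p lower by log2 fold changes of -2.56 and -1.87, miR-124-3p at -0.19 (standard error 0.16) and miR-128-3p higher by 0.37 (standard error 0.14). A loss of neurons alone would lower them together. With plain subtraction 6 of the 8 were lower and miR-128-3p was at -0.24 (standard error 0.59). With median scaling 3 of the 8 were lower and miR-128-3p was at 1.14 (standard error 0.60). miR-138-5p and miR-129-2-3p were higher under every scaling, least with plain subtraction, at 0.12 (standard error 0.56) and 0.46 (standard error 0.64). The split depends on the scaling, so a loss of neurons and other causes cannot be told apart. All 8 are expressed in brain tissue, and miR-9a-3p of this list is also among the 15 of the heat map. Relative to sham, the median of all miRNAs in core was -0.06, and 0.36 with median scaling.

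The change of miR-9a-3p differed between the regions, by a log2 difference of -1.96 between core and peri (adjusted p = 0.0273 in limma over the 15 heat map miRNAs alone, 0.242 over all 532). It was lower in core and not lower in peri. The list was chosen on these arrays. Over 20 alternatives the difference stayed between -2.28 and -1.19, and its adjusted p over the list lay between 0.00943 and 0.329, under 0.05 in 11 of them; without tMCAO rat 2 it was -1.46 (adjusted p = 0.0871). After the GC trend was removed it was -1.38, with an adjusted p of 0.108 over the list. GC content, at 31.8% for this miRNA, cannot be told apart from a difference between regions, because a single miRNA picked for its difference was tested. The 2 regions are also different tissues, whichever assignment holds, and this was not tested apart.

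PostC rats are not reported on in the paper, and whether they also underwent tMCAO is not known, which leaves open what both comparisons with them measure. Against sham, 1 miRNA passed in limma, miR-762 (log2 fold change 1.92, standard error 0.29, adjusted p = 0.0272), with 74 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. After the GC trend was removed, miR-762 kept a log2 fold change of 1.78 but lost its call (adjusted p = 0.118 in limma). Its adjusted p ran from 0.00815 to 0.276 over 24 alternatives, under 0.05 in 9 of them. Its call was also lost when sham rat 1 was left out (0.165). Its GC content is 83.3%, and a single miRNA picked for its call was tested. A GC effect of the arrays and a change in PostC therefore cannot be told apart for this miRNA. The real split was 1 of 10 with as many, and chance cannot be excluded.

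Against tMCAO, 32 miRNAs differed in PostC, 29 higher and 3 lower. The rises were led by miR-568 (log2 fold change 3.44) and miR-3591 (2.30), with falls of miR-3084a-3p (-1.48) and miR-664-2-5p (-0.87). Only 1 of the 6 tMCAO arrays detected miR-3591. For miR-664-2-5p, 2 of the 6 PostC arrays and 3 of the 6 tMCAO arrays did. The sizes for miR-3591 and miR-664-2-5p therefore depend on how background is treated. Of the 32, 24 had also passed in tMCAO against sham, all with the opposite sign. In PostC, 28 of the 39 tMCAO falls lay nearer sham than tMCAO, with 21 of the 39 past the threshold. Of the 24 tMCAO rises, only 10 lay nearer sham, with 3 past the threshold. The correlation of the fold changes across miRNAs was -0.773. Since both comparisons share the tMCAO arrays, unchanged groups simulated against them gave -0.496 on average (-0.605 to -0.350 over 200 simulations). The observed value lies outside that range, but the simulation lets miRNAs vary independently, so shared tMCAO arrays cannot be told apart from an effect of PostC. In 15 of the 32, the miRNA was not detected in 1 of the groups. The correlation with PostC against sham was 0.632, within the range of 0.379 to 0.635 simulated for shared sham arrays. The real split was again 1 of 10 and chance cannot be excluded. Without tMCAO rat 2 the count was 9.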

How the results depend on the processing

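The corrections for GC content, the background and detection limit from the dimmest 25% of miRNA spots, the floor of 50 and the counts of the heat map list in core were chosen after the data had been seen; the other alternatives were set before. The 15 heat map miRNAs in core and in the rat means, and the 10 largest changes named for the rat means, kept their direction under the alternatives run. Of the 15 cell type miRNAs tested in core, 10 kept theirs under the other scalings and 5 did not: miR-128-3p and miR-132-3p turned lower with plain subtraction, miR-124-3p turned higher with median scaling, miR-142-5p with median scaling and the GC correction, and miR-451-5p with every other scaling but the deposited intensities. Where a count moved, the cause was not tested, except that fewer rats or fewer miRNAs tested are part of an alternative's own construction. The brightness of the arrays limits the results: 16 of the 63 calls in the rat means rest on a miRNA that was undetected on all arrays of a group.

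For tMCAO against sham in the rat means (63 calls), the count stayed within 1.5 times under several alternatives, though not all calls were shared. It was 44 with plain subtraction (33 shared), 71 with no filter (54), 62 with no variance trend (56) and 67 with only the 2 groups (57). It was 72 with both regions in 1 fit (52), 55 with linear averaging (51) and 58 with the GC correction (48). It was 74 with the other detection limit (63) and 46 with the floor of 50 (40). Beyond that range, it was 122 with quantile normalization (63 shared), 149 with median scaling (53 shared) and 126 with the deposited intensities (61 shared). It was also 19 with detection on all 18 arrays, 129 with the other background, and 22 adjusted and 154 unadjusted by the methods' t-test. Leaving out each rat gave 8 to 92, with 8 without tMCAO rat 2 and 92 without tMCAO rat 3. The rises were 24 of 63, but 99 of 149 with median scaling, and 33 of 126 with the deposited intensities. The median log2 fold change of all miRNAs was -0.03, and 0.31 with median scaling or -0.23 with the deposited intensities, so rises and falls there are relative to another centre.

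For core (15 calls), the count was 0 with plain subtraction, 29 with the deposited intensities and 5 with these at a floor of 50, 43 with only the 2 groups compared, 28 with the other background, and 3 adjusted and 137 unadjusted by the methods' t-test; leaving out each rat gave 0 (without sham rat 1 or tMCAO rat 2) to 32 (without PostC rat 3). For peri (1 call), it was 120 with median scaling (87 higher, 33 lower), 26 with only the 2 groups, 3 with detection on all arrays and 114 unadjusted by the methods' t-test, and 0 with plain subtraction, quantile normalization, the deposited intensities at either floor, no variance trend, the adjusted t-test, the other background and the other detection limit; leaving out each rat gave 0 to 34 (without PostC rat 3).

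Of the 15 heat map miRNAs, 7 passed in the rat means. The number was 2 with plain subtraction, 4 with the floor of 50, 2 adjusted and 11 unadjusted by the methods' t-test, and 1 (without tMCAO rat 1 or 2) to 10 (without tMCAO rat 3) with each rat left out. In core 5 passed. The number was 0 with plain subtraction, 1 with quantile normalization, 1 with median scaling, 3 with no filter, 8 with only the 2 groups, 1 with the floor of 50, 1 adjusted and 13 unadjusted by the methods' t-test, and 0 to 7 (without PostC rat 1) with each rat left out.

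The difference of core and peri changes (0 calls) gave 1 with quantile normalization, 3 with median scaling, 1 with the deposited intensities, 2 with these at a floor of 50, 1 with the GC correction, and 0 to 5 (without PostC rat 3) with each rat left out. Core against peri in sham gave 0 under every alternative run. PostC against sham (1 call) gave 2 with quantile normalization, 4 with median scaling and 46 unadjusted by the methods' t-test, 0 with plain subtraction, the deposited intensities at either floor, detection on all arrays, only the 2 groups, the adjusted t-test, both regions in 1 fit, linear averaging and the GC correction, and 0 to 3 (without sham rat 2) with each rat left out. PostC against tMCAO (32 calls) gave 15 with plain subtraction, 3 with detection on all arrays, 3 adjusted and 96 unadjusted by the methods' t-test, and 9 (without tMCAO rat 2) to 47 (without sham rat 2) with each rat left out.

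The volcano plot's limits gave 82 miRNAs in the rat means, 53 in peri, 180 with the deposited intensities, 142 with plain subtraction and, added later, 224 with the deposited core intensities over all 761 miRNAs. Of the 10 splits of the rats, the real one gave the most; the largest other gave 20, and chance cannot be excluded. The same holds for the heat map list (7 in the rat means, 5 in core; other splits 0), for peri and for both PostC comparisons. In the difference of regions and in sham core against peri no call was made, so that all 10 and all 4 splits gave as many.

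The rats of different groups share only a number. Correlations between same-numbered rats of different groups were taken in the rat means, in the core arrays and in the peri arrays. Of these 27 correlations, from -0.45 to 0.44, only 4 were over 0.1. The core and peri arrays of the same rat, a known pair, correlated between -0.51 and 0.49. Low correlations therefore cannot tell whether the numbers pair the rats. With the replicate number as a block, tMCAO against sham gave 42 calls in the rat means, 2 in core and 1 in peri, PostC 0 against sham and 21 against tMCAO, and the heat map list 3 in the rat means and 0 in core. No slide or scan number is given in the files used, so no such block could be fitted. The correlation of brain with plasma changes had 0 calls under its alternatives. So had the plasma PCR on the linear fold change, but its small groups leave little room for any call, so this says little about stability.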

Differences from the paper's values

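In the primary analysis, none of the paper's counts, nor its volcano plot value, differed from those computed here by more than 1.5 times. No SD was available for these. For the plasma fold changes a difference also had to exceed the larger SD, and none did. The paper's 810 probes stand against 761 miRNA probes here, its 548 miRNAs examined against 532, and the 15 miRNAs it calls significant against 11 by the methods' t-test in the rat means. The largest value on the volcano plot's vertical axis, about 2.7 in Figure 1, read by eye, stands against 3.75 here. Both are -log10 p, so the gap between the p values themselves is wider than this ratio. Under other settings some of the numbers did differ by more than 1.5 times: 141 miRNAs were detected on all 18 arrays, 2 of the 15 passed the methods' t-test on the peri arrays, and the largest value of the volcano plot was 5.19 on the core arrays and 4.17 with plain subtraction.

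The paper gives all 15 heat map miRNAs as significant. By the methods' t-test 13 passed on the core arrays, without miR-126a-3p and miR-9a-3p, and 14 on the deposited core intensities after log2 transformation, without miR-9a-3p. With limma, the count adjusted over the list alone was also 14 in core, without miR-16-5p. It reached all 15 with only the 2 groups compared, without tMCAO rat 3 and without PostC rat 1, and lay between 7 and 14 under the others; this count of the list in core was chosen after seeing the values.

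The legend of Figure 1 speaks of the whole ischemic area, whereas the colour blocks of the heat map, read by eye, follow the deposited core intensities: its brightest block, miR-9a-3p in 1 sham-operated rat, matches 23966 units in core, and the highest value of this miRNA in sham peri is 17363 units. The paper's statistics set a false discovery rate; after Benjamini-Hochberg adjustment of the methods' t-test, 2 of the 15 passed in the rat means, 1 in core and 0 in peri.

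In the paper's plasma PCR tables, miR-150-5p is described as raised through the times after ICH, and the delta Ct values give fold changes of 1.02 at 0.5 h, 0.565 at 3 h and 2.36 at 9 h (the paper's values). Both the fall at 3 h and the rise at 9 h had an exact permutation p of 0.0286 and an adjusted p of 0.227. miR-181b-5p is described as raised in plasma selectively after ICH. The fold changes were 3.23 at 0.5 h, 3.20 at 3 h and 3.03 at 9 h after ICH, and 3.18 at 0.5 h after tMCAO. At 9 h after ICH the exact permutation p was 0.0286 (adjusted p = 0.227). At 0.5 h and 3 h after ICH and at 0.5 h after tMCAO it was 0.1, the smallest that 3 rats against 3 allow. All 3 delta Ct values behind that 3.18 also stand in the pMCAO table at the same time, where the fold change is 0.523. The paper's text gives the plasma times both from stroke induction and from reperfusion. It does not say whether samples served both models. Whether these values belong to 1 model or to both is therefore not known. For let-7b-5p at 9 h after tMCAO the paper's fold change of 0.366 stands against 0.881 from its delta Ct values. The difference is within the SD of 0.916 computed from these, and beyond the paper's SD of 0.230.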

Other observations

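The PCR tests and the correlations of brain with plasma were planned; part of the PCR values had been seen by then. The check for shared values was chosen after seeing them.

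Over the 135 comparisons of plasma delta Ct values in the paper's supplementary tables, 20 reached an exact permutation p under 0.05, 18 higher and 2 lower than control, and 0 after Benjamini-Hochberg adjustment (smallest adjusted p = 0.227). On the linear fold change 15 reached an unadjusted p under 0.05 and 0 passed the adjustment. Groups held 2 to 6 animals, and with 3 against 3, as in 40 of the comparisons, the least p that the permutations allow is 0.1, so these could not pass whatever their values, and the 0 is no evidence that plasma levels were unchanged. The pMCAO and tMCAO tables hold 40 identical delta Ct values at 0.5 h, in 11 miRNAs, all the paper's values.

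Across the 15 miRNAs, the tMCAO change in the rat means was set against the plasma change in each of 3 models at 3 times. The 9 Pearson correlations ranged from -0.486 to 0.319 (smallest permutation p = 0.0654, adjusted 0.288) and the Spearman correlations from -0.457 to 0.329 (smallest permutation p = 0.0875, adjusted 0.431). None passed after adjustment, with core or peri changes either. miRNAs are not independent replicates. Leaving out the 2 miRNAs farthest from the median moved the Pearson correlations of the rat means in both directions. The lowest, -0.486 with pMCAO at 0.5 h, became -0.330. The highest, 0.319 with ICH at 0.5 h, became 0.392, and that with tMCAO at 3 h went from 0.058 to 0.414.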
